# HuD Binds to and Regulates Circular RNAs Derived From Neuronal Development- and Synaptic Plasticity-Associated Genes

**DOI:** 10.3389/fgene.2020.00790

**Published:** 2020-08-05

**Authors:** Michela Dell’Orco, Robert J. Oliver, Nora Perrone-Bizzozero

**Keywords:** RNA-binding protein, neuronal differentiation, posttranscriptional regulation, synaptic plasticity, circular RNA, conditioned place preference (CPP), HuD, ELAVL4

## Abstract

The RNA-binding protein (RBP) HuD is involved in neuronal differentiation, regeneration, synaptic plasticity and learning and memory. RBPs not only bind to mRNAs but also interact with several types of RNAs including circular RNAs (circRNAs), a class of non-coding RNAs generated by pre-mRNA back-splicing. This study explored whether HuD could regulate the expression of neuronal circRNAs. HuD controls target RNA’s fate by binding to Adenylate-Uridylate Rich Elements (AREs). Using bioinformatics analyses, we found HuD-binding ARE-motifs in about 26% of brain-expressed circRNAs. By RNA immunoprecipitation (RIP) from the mouse striatum followed by circRNA arrays, we identified over 600 circRNAs bound to HuD. Among these, 226 derived from genes where HuD also bound to their associated mRNAs including *circHomer1a*, which we previously characterized as a synaptic HuD target circRNA. Binding of HuD to two additional plasticity–associated circRNAs, *circCreb1*, and *circUfp2*, was validated by circRNA-specific qRT-PCR. Interestingly, we found that *circUpf2* is also enriched in synaptosomes. Pathway analyses confirmed that the majority of HuD-bound circRNAs originate from genes regulating nervous system development and function. Using striatal tissues from HuD overexpressor (HuD-OE) and knock out (KO) mice for circRNA expression analyses we identified 86 HuD-regulated circRNAs. These derived from genes within the same biological pathways as the HuD RIP. Cross-correlation analyses of HuD-regulated and HuD-bound circRNAs identified 69 regulated in either HuD-OE or HuD-KO and 5 in both sets. These include *circBrwd1*, *circFoxp1*, and *circMap1a*, which derive from genes involved in neuronal development and regeneration, and *circMagi1* and *circLppr4*, originating from genes controlling synapse formation and linked to psychiatric disorders. These circRNAs form competing endogenous RNA (ceRNA) networks including microRNAs and mRNAs. Among the HuD target circRNAs, *circBrwd1* and *circFoxp1* are regulated in an opposite manner to their respective mRNAs. The expressions of other development- and plasticity-associated HuD target circRNAs such as *circSatb2, cirHomer1a* and *circNtrk3* are also altered after the establishment of cocaine conditioned place preference (CPP). Collectively, these data suggest that HuD interactions with circRNAs regulate their expression and transport, and that the ensuing changes in HuD-regulated ceRNA networks could control neuronal differentiation and synaptic plasticity.

## Introduction

The neuronal RNA-binding protein (RBP) HuD (aka, ELAVL4) is involved in multiple steps of neuronal differentiation and maturation from neurogenesis to axonal and dendritic outgrowth and remodeling (Perrone-Bizzozero and Bolognani, 2002; Bolognani et al., 2004, 2007; Oliver et al., 2018). This protein is a member of the Hu protein family, which are orthologs of Drosophila ELAV (Embryonic Lethal Abnormal Vision) (Campos et al., 1985). HuD controls nervous system development and function by post-transcriptional regulating mRNAs from proteins associated with neuronal differentiation and synaptic plasticity such as SATB1, GAP-43, BDNF, CAMKIIα, and HOMER1 (Tiruchinapalli et al., 2008; Bolognani et al., 2010; Allen et al., 2013; Sosanya et al., 2015; Wang et al., 2015). Changes in gene expression have also been linked to the mechanisms of learning and memory (Sweatt, 2016) and HuD levels were found to increase in both the mouse and rat hippocampus during associative- and spatial-learning and memory paradigms (Bolognani et al., 2004; Pascale et al., 2004; Bolognani et al., 2007). HuD controls the stability of target mRNAs by binding to Adenylate-Uridylate Rich Elements (AREs) in the 3′ untranslated regions (3′ UTRs) via the first two RNA recognition motifs (RRMs) and to the poly(A) tails via its third RRM (Wang and Tanaka Hall, 2001; Beckel-Mitchener et al., 2002; Pascale et al., 2005; Bolognani et al., 2010; Sosanya et al., 2013). However, whether HuD could bind to similar sequences in non-coding RNAs (ncRNAs) was not fully investigated until now.

RBPs, including HuD, not only bind to mRNAs but also interact with other types of RNAs in the cell including circular RNAs (circRNAs), a novel class of ncRNAs generated by back-splicing of pre-mRNAs and some long ncRNAs (lncRNAs) (Wilusz, 2016; Li B. et al., 2017). CircRNAs are particularly enriched in the brain, where they are more stable and regulated independently from their linear counterparts (Rybak-Wolf et al., 2015; You et al., 2015). Neuronal circRNAs derive from genes encoding proteins involved in synaptic formation and plasticity and more enriched in synapses than their linear isoforms (You et al., 2015; Chen and Schuman, 2016). About 58% of CNS circRNAs are upregulated throughout development, particularly during synaptogenesis, with levels increasing from embryonic to the adult brain (Mahmoudi and Cairns, 2019). Recent studies show accumulation of circRNAs with normal aging and their dysregulation in neurodegenerative diseases and other neuropsychiatric disorders (Wang et al., 2018; Cai et al., 2019; Dube et al., 2019; Mahmoudi and Cairns, 2019; Mehta et al., 2020; Zimmerman et al., 2020).

There are different subtypes of circRNAs including exonic, intronic and exo-intronic (Xie et al., 2017). Exonic circRNAs are mostly localized in the cytoplasm where they are thought to act as decoys or “sponges” for RBPs or microRNAs (miRNAs). Thus, one possibility is that they inhibit the interaction of RBPs and miRNAs with their target mRNAs (Kristensen et al., 2019). Several RBPs have been identified as regulators of circRNA biogenesis including ADAR1 (Ivanov et al., 2015; Rybak-Wolf et al., 2015), QKI (Conn et al., 2015), FUS (Errichelli et al., 2017), MBL (Ashwal-Fluss et al., 2014), HNRNPL (Fei et al., 2017), SRs (Kramer et al., 2015), NF90 and NF110 (Li X. et al., 2017). Interestingly, not only is the expression of multiple RBPs spatiotemporally regulated similarly to circRNAs, but also RBPs such as the ELAV-like protein HuR have been shown to bind to circRNAs, which can sequester them blocking their function (Dudekula et al., 2016; Abdelmohsen et al., 2017).

We have recently shown that HuD binds to and regulates the synaptic localization of *circHomer1a* (Zimmerman et al., 2020). To define the global role of this RBP in circRNA regulation, in this study, we sought to identify mouse circRNAs that are bound and regulated by HuD. As in previous studies examining circRNA-protein interactions (Abdelmohsen et al., 2017), we used HuD RNA immunoprecipitation (RIP) coupled with circRNA arrays to identify circRNAs bound to HuD *in vivo*. We also used HuD overexpressing mice and HuD-KO to evaluate whether changes in HuD levels could alter target circRNA expression. Finally, we assessed the relationship of HuD and its target circRNAs during cocaine conditioned place preference (CPP), a model of addiction-related behaviors. Our results demonstrate that HuD binds and regulates the levels of multiple circRNAs from genes involved in neuronal differentiation, synapse formation and learning and memory and that the expression of several of these circRNAs is altered during cocaine CPP.

## Materials and Methods

### Bioinformatics Analysis

Analysis of ARE sequences was performed using previously published scripts (Bolognani et al., 2010). Besides single-stranded sequences, this specific analysis considers restrictions imposed by the three dimensional complex between the first two RNA Recognition Motifs (RRMs) in HuD and two different Class I and II AREs (Wang and Tanaka Hall, 2001; Bolognani et al., 2010). All mouse circRNAs sequences were downloaded from circBase^1^ (Glažar et al., 2014).

### HuD-OE and KO Mice

HuD-KO (Elavl4^–/–^) mice were a gift from Prof. Hideyuki Okano (Akamatsu et al., 2005). Transgenic mice overexpressing myc-tagged HuD under the Camk2a promoter were generated and backcrossed to a C57BL/6J background (Bolognani et al., 2006, 2007). All experimental procedures were performed in accordance with the National Institutes of Health Guide for Care and Use of Laboratory Animals and were approved by the University of New Mexico Health Sciences Center Institutional Animal Care and Use Committee.

### RNA Immunoprecipitation

circRNAs bound to HuD were isolated from the striatum of HuD-OE mice by RNA immunoprecipitation (RIP) using Dynabeads^®^ (Thermo Fisher Scientific) coated with mouse monoclonal anti-myc tag antibody (9B11; Cell Signaling Technology Inc.) specifically recognizing myc-tagged HuD transgenic protein expressed in HuD-OE as described before (Bolognani et al., 2010; Zimmerman et al., 2020). Controls for RIP assays were performed using either non-immune IgG and HuD-OE tissue or the myc-tag antibody and wild type (WT) tissue. Aliquots for both RNA and proteins were taken before (input) and after the IP and circRNAs were quantitated using circRNAs arrays as described below. Immunoprecipitated RNA was extracted with Trizol^®^ (Invitrogen) according to manufacturer instructions and subjected to either circRNA array or qRT-PCR as described below.

### RNA Extractions From HuD-OE and KO Mice

Total RNA was isolated from the striatum of HuD-OE, HuD KO and wild type mice using Trizol^®^ (Invitrogen) as described above. RNA quality and quantity was determined using the Qubit (Invitrogen) spectrophotometer. Aliquots of the same RNA were used for circRNA and mRNA arrays as described below.

### circRNA Arrays

Sample preparation and microarray hybridization were performed by Arraystar, Inc. Briefly, total RNAs were digested with RNAse R (Epicentre, Inc.) to remove linear RNAs. Then, circRNAs were amplified and transcribed into fluorescent cRNA utilizing a random priming method (Super RNA Labeling Kit; Arraystar) and labeled cRNAs hybridized onto the Arraystar Mouse circRNA Array V2 (8 × 15 K, Arraystar).

### mRNA Arrays

The sample preparation and microarray hybridization were performed based on the Arraystar’s standard protocols described above. The labeled RNAs were hybridized onto the Mouse LncRNA and mRNA Arrays v3.0 (8 × 60 K, Agilent).

### Synaptosome Purification

Crude synaptosomes were prepared from the mouse stratum as previously described (Rao and Steward, 1991; Boese et al., 2016). Briefly, the tissue was homogenized in 500 μl of ice cold homogenization buffer (0.32 M sucrose, 0.1 mM EDTA, 0.25 mM DTT, 2 mM HEPES, pH 7.4) supplemented with 200 U/ml RNaseOUT^TM^ (Invitrogen). Nuclei and cell debris were removed by centrifugation for 2 min at 2000 × *g* and the supernatant (S1) was centrifuged for additional 10 min at 14,000 × *g*. The second supernatant (S2) was collected and the resulting crude synaptosomal pellet was used for total RNA extraction with Trizol^®^ (Invitrogen) as described above. To test purification efficiency, levels of the small brain specific RNA BC1, which is enriched in synaptosomes (SYN) (Boese et al., 2016), were determined in the S1 and S2 supernatant fractions and the final pellet.

### Western Blot Analysis

Immunoprecipitated proteins or input proteins (5 μg) were separated on 10% SDS–polyacrylamide gels and transferred onto a PVDF membrane (Bio-Rad) as described before (Tanner et al., 2008; Oliver et al., 2018). The membranes were treated with a blocking solution containing 5% non-fat dry milk in TBS-T buffer (10 mM Tris–HCl, 100 mM NaCl, 0.1% Tween, pH 7.5) and incubated overnight with mouse monoclonal anti-HuD (E1, sc-28299; Santa Cruz Biotechnology, Inc.; dilution 1:10000 in blocking solution). Blots were then incubated using secondary, anti-mouse peroxidase-conjugated antibodies (GE Healthcare, United States, dilution 1:10,000) and immunoreactive bands detected using the Western Lightning Plus-ECL (PerkinElmer Inc., United States).

### circRNA-Specific qRT-PCR

Divergent primers were designed with NCBI PrimerBlast (Ye et al., 2012) to amplify sequences surrounding the circRNA specific back-splicing junction (BSJ). Primer validation and qRT-PCR for circRNAs was performed using random primers as previously described (Panda and Gorospe, 2018; Zimmerman et al., 2020).

### Ingenuity Pathway Analysis

Molecular functions and cellular pathways of genes hosting circRNAs regulated by HuD were identified using Ingenuity Pathway software (IPA, Winter 2019 Release, Qiagen^2^).

### ceRNA Analysis

ceRNA analyses were conducted by Arraystar, Inc., as previously described (Shao et al., 2018; Wang et al., 2018). circRNA/miRNA/mRNA networks were generated to visualize ceRNA interactions.

### Cocaine Conditioned Place Preference

For cocaine CPP, 2 month old Male C57Bl/6J mice underwent training as previously described (Allan et al., 2001; Oliver et al., 2018). Mice were sacrificed 1 h after testing and the nucleus accumbens (NAc) was collected. Total RNA was extracted with Trizol^®^ (Invitrogen) and circRNAs analyzed using Arraystar arrays as described above.

### Statistical Analysis

All experiments were performed in triplicates, using sample numbers as indicated in each figure legend. Values were expressed as means ± SEM. Statistical analysis was performed using GraphPad Prism version 8 (La Jolla, CA, United States). The data were analyzed by Student *t*-tests or a One-way analysis of variance (ANOVA) followed by Multiple Comparison Tests. Differences were considered statistically significant when *p*-values were < 0.05.

## Results

### HuD Binds to circRNAs From Genes Regulating Nervous System Development and Function

Thousands of circRNAs are known to be expressed in mouse tissues (Rybak-Wolf et al., 2015) and their complete sequences are available at circBase database (Glažar et al., 2014). Remarkably, 38.7% of all mmu_circRNAs are expressed in the brain: of these, 31% in the midbrain, 48.57% in the forebrain and 20.44% in the hindbrain (Figure 1A). Using previously published Perl scripts developed in our lab (Bolognani et al., 2010), we performed bioinformatics analyses of all mouse circRNAs (mmu_circRNAs) to identify HuD-binding consensus motifs and other ARE sequences. We found that about 33% of mmu_circRNAs contain different ARE motifs and, of these, 29.11% bear HuD motifs 1, 2, or 3 (Figure 1B). Considering that HuD also interacts with other ARE and GU-rich elements (GRE), the percent of circRNAs with HuD binding motifs could reach up to 42% of all ARE containing circRNAs (Figure 1B). Overall, the predicted set of HuD-interacting circRNAs represents about 10% of the total set of mouse circRNAs and 26% of all brain-expressed circRNAs. In comparison, about 20% of all neuronal mRNAs in the adult mouse forebrain contain ARE sequences for interactions with HuD and other ARE-binding proteins (Bolognani et al., 2010), suggesting that circRNAs and mRNAs may share similar mechanisms of post-transcriptional regulation.

**FIGURE 1:**
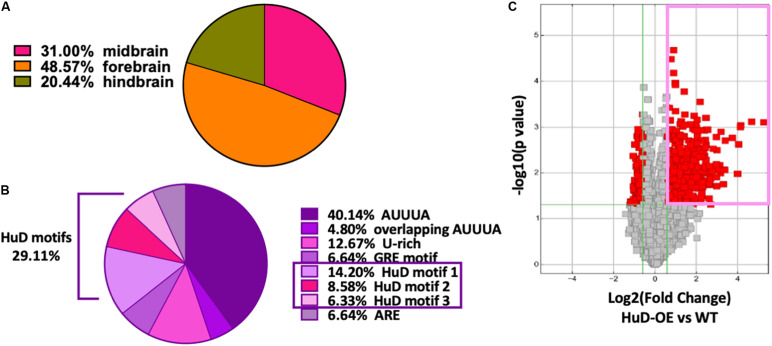
High frequency of HuD binding motifs in mouse brain circRNAs. **(A)** 38.7% of mmu_circRNAs are expressed in the brain; of these, 31% in the midbrain, 48.57% in the forebrain and 20.44% in the hindbrain. **(B)** Bioinformatics analysis of mouse circRNAs showing distribution of ARE sequences. Completely annotated mmu_circRNA sequences from circBase were analyzed and 33 % were found to have HuD consensus binding motifs and other ARE motifs. Pie chart from this set of circRNAs shows the percentage of each ARE motif including 29.11% of HuD specific motifs (14.20% motif 1; 8.58% motif 2, 6.33% motif 3). **(C)** Volcano plots representing the differential enrichment of circRNAs in the HuD RIP vs. WT controls (pink rectangle). The RNA obtained after HuD immunoprecipitation was subjected to circRNA array analysis as described in section “Materials and Methods.” The vertical lines correspond to 1.5-fold change up and down, respectively, and the horizontal line represents a *p*-value of 0.05, *n* = 3 for each IP (HuD-OE, WT and IgG); three mice were pulled together for each IP and the tissue analyzed in three separate RIP assays. Data points in red represent differentially expressed circRNAs.

To test whether HuD binds to circRNAs *in vivo*, we performed RNA immunoprecipitation (RIP) from the striatum of HuD-OE mice (Figure 1C) using a myc-tag antibody specific to the transgenic protein. RIP with non-immune IgG or WT mouse tissue were used as controls. Using mouse circRNAs arrays, we identified 670 circRNAs interacting with HuD [fold-change (FC) > 1.5, *p* < 0.05], which were derived from 500 different genes. The fold change cutoff was selected using the level of transgene expression in the striatum (Oliver et al., 2018). HuD-bound circRNAs, represented in red symbols inside the pink rectangle in Figure 1C, are listed in Supplementary Table 1. Among these is *circHomer1a*, a plasticity-associated HuD target circRNA that we previously identified using RIP and qRT-PCR (Zimmerman et al., 2020). Here, we also used circRNA-specific qRT-PCR assays to validate binding of HuD to two additional circRNAs from plasticity-associated protein-coding genes: *circUpf2* and *circCreb1* (Figure 2A). As a negative control we used ciRS-7 (aka, *Cdr1as*, Hansen et al., 2013), since it does not have any Hu protein binding sequences (Abdelmohsen et al., 2017). HuD binding to *circUpf2* and *circCreb1* is significantly increased in the HuD-RIP compared to both WT and IgG negative controls (Figure 2A). The specificity of qRT-PCR reactions was confirmed by the lack of sensitivity to pretreatment of RNA with RNase R, which degrades all linear RNAs, and the more than 100-fold amplification with random primers relative to oligo-dT (Figure 2B). Both circRNAs contain multiple HuD binding ARE motifs in their sequences (Supplementary Figure 1). Considering the localization of circRNAs and HuD in synapses, we also tested whether HuD binding could lead to increased levels of target circRNAs in synaptosomes (SYN). The levels of the synaptically enriched BC1 RNA confirmed the yield of synaptosomes after purification (Boese et al., 2016). As we have shown previously for *circHomer1a* (Zimmerman et al., 2020), we found that *circUpf2* levels increased 4-fold in synaptosomes from HuD-OE mice compared to WT. However, no changes were observed in *circCreb1* (Figure 2C).

**FIGURE 2:**
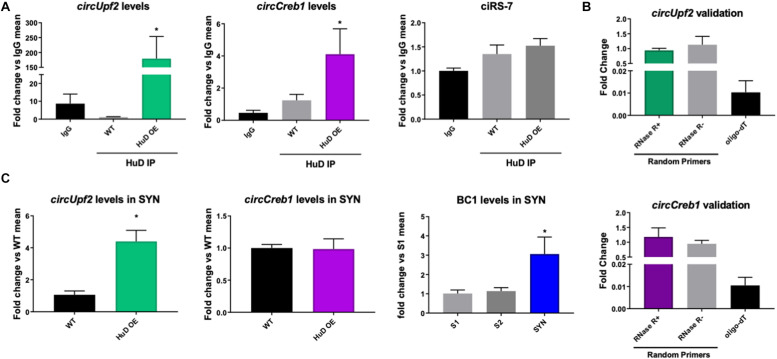
HuD binds to circUpf2 and circCreb1 in vivo. **(A)** The interaction between HuD and the circRNAs derived from the Upf2 and Creb1 genes was confirmed by HuD RIP vs. WT control RIP followed by circRNA-specific qRT-PCR assays. Values are expressed as fold change vs. IgG controls. Mmu_circ_CiS-R7 was used as negative control. Data were analyzed by a One-way ANOVA, followed by Dunn’s Multiple Comparison Test and expressed as mean ± SEM; *p < 0.05, *n* = 3. **(B)** Validation of specific amplification of circRNAs by qRT-PCR using RNAse R to pretreat the RNA to degrade all linear RNAs and random primers vs. oligodT to amplify circRNAs vs. mRNAs. *n* = 3. **(C)** Total RNA from synaptosomes extracts from the mouse striatum were processed as described in section “Materials and Methods” and subjected to qRT-PCR for circUpf2 and circCreb1. Values were normalized to GAPDH mRNA levels and expressed as fold change vs. WT controls; BC1 RNA levels differences between S1, S2 and synaptosomes fraction (SYN) were used to validate synaptosome (SYN) purification as previously described (Rao and Steward, 1991). Data was analyzed by Student *t*-tests (circUpf2 and circCreb1) and One-way ANOVA (BC1). Values represent mean ± SEM; *p < 0.05, *n* = 3.

Ingenuity Pathway analyses of the protein-coding genes associated with the 670 HuD-interacting circRNAs showed an enrichment in those regulating cellular development, growth and proliferation and morphology (Figure 3A). Moreover, the majority of the host genes of the circRNAs bound by HuD are associated to nervous system development and function, behavior and neurological diseases (Figure 3B). As shown in Figures 3C,D, the top two biological networks from HuD-bound circRNAs derive from genes regulating cell signaling, cell morphology and cell-to-cell interactions. These include genes encoding proteins involved in glutamatergic transmission such as FMR1, CAMK2A, GRIA2, mGluRI, HOMER1, and NMDA receptor (NMDAR) subunits (Figure 3C) and those controlling neuronal development and synapse formation (ROBO2, NLGN3) as well as GABAergic transmission (GABRB2) and epigenetic regulators such as SATB2 and histone deacetylases (HDAC2, HDAC4) (Figure 3D). Additional networks and their associated genes are shown in Supplementary Table 2. Interestingly, 226 of the host genes of HuD-bound circRNAs, generate mRNAs that also bind to HuD, indicating that this RBP could be regulating both circular and linear RNAs derived from the same genes (Supplementary Table 3).

**FIGURE 3:**
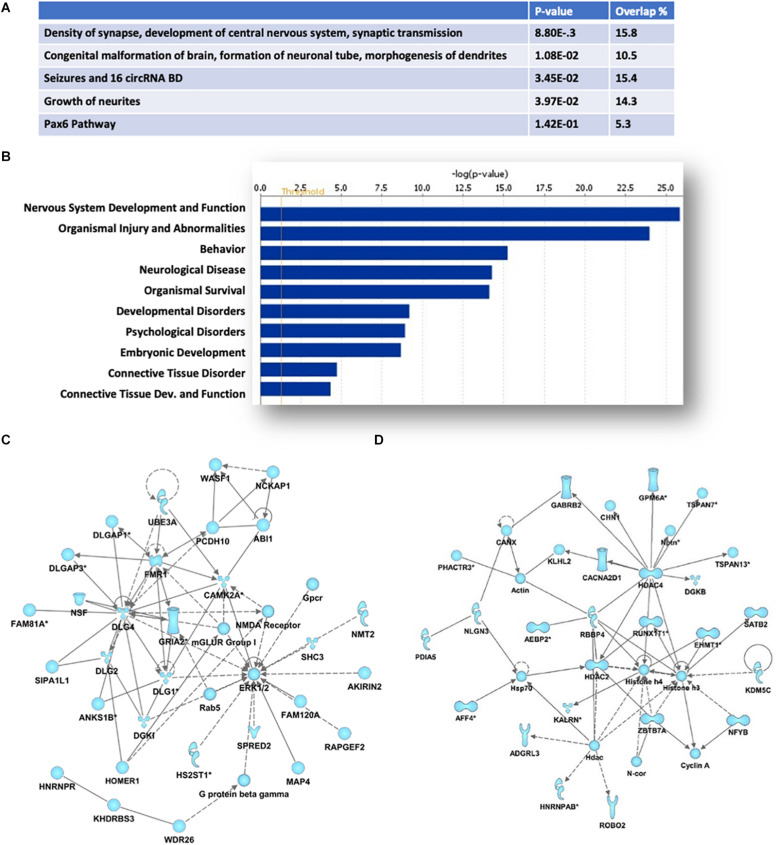
Pathway and functional analyses of host genes of HuD target circRNAs. Ingenuity Pathway Analysis of HuD interacting circRNAs identified by RIP. **(A)** Top molecular functions associated with genes associated with HuD-bound circRNAs. **(B)** Top Diseases and Functions. **(C,D)** Representative networks including circRNAs from genes encoding proteins involved in glutamatergic transmission **(C)** and epigenetic regulators **(D)**.

### HuD Regulated circRNAs Form Competing Endogenous RNAs (ceRNAs) Networks

To further understand the biological significance of HuD-circRNA interactions, we investigated the expression of circRNAs in the striatum of HuD-KO and HuD-OE mice. 

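For the overexpression part of this experiment, striatal RNA from 3 HuD-OE mice and 3 WT mice was hybridized, each sample to 1 array of the Arraystar Mouse circRNA Array V2. HuD-OE mice carry a transgene for myc-tagged HuD under the Camk2a promoter. The RNA was digested with RNAse R, an exonuclease that degrades linear RNA, then labeled with 1 fluorescent dye. The authors deposited the scanner output of each array, read with Agilent's Feature Extraction software, which gives for every spot its brightness as an intensity and a background-corrected intensity, not yet scaled between arrays. They also deposited 1 table of the circRNAs they called higher and 1 of those they called lower in HuD-OE mice. The array carries 14236 circRNA probes. The median background-corrected intensity of the spots was 49.5, 30.4 and 44.3 in HuD-OE 1, 2 and 3, and 47.4, 48.8 and 12.6 in WT 1, 2 and 3. The array of WT 3 was dimmer than the others, with 60.3% of circRNA probes well above background, against 87.2% to 95.7% on the other 5 arrays. It was also read in a scan of its own, while the other 5 arrays share 1 scan. The number of arrays limits the precision of every comparison.

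**Figure D1:**
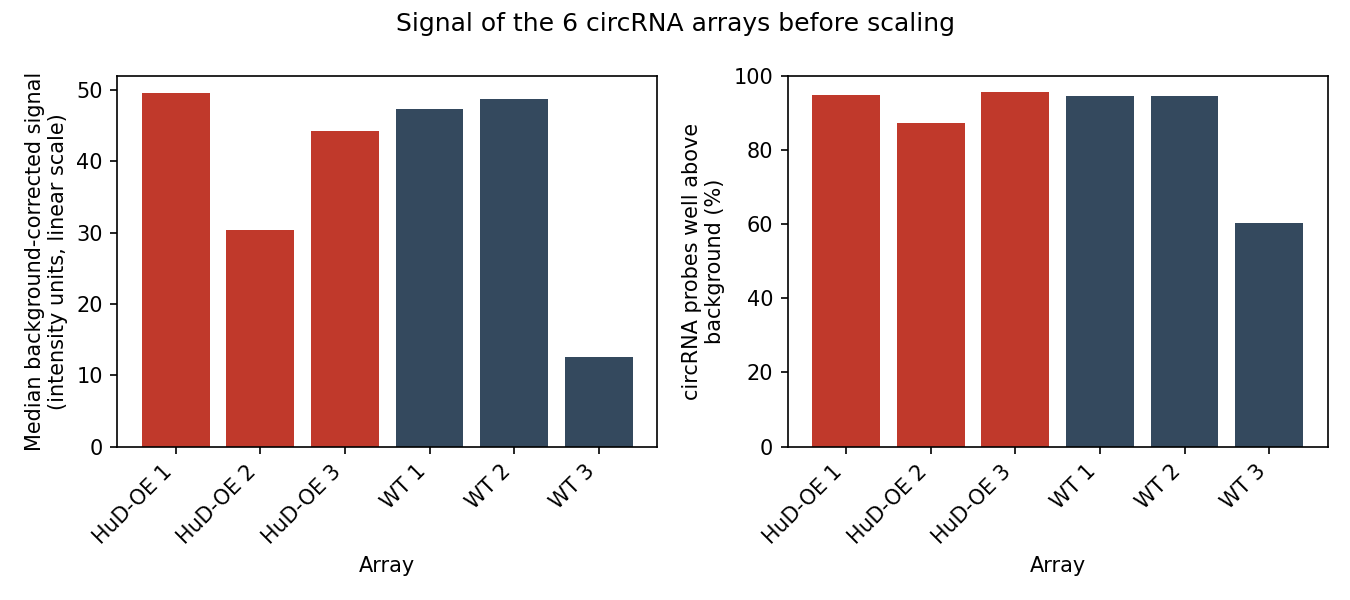
Median background-corrected intensity (left, linear scale) and percentage of circRNA probes well above background (right) for each of the 6 arrays, HuD-OE in red and WT in dark blue; each bar is 1 array. WT 3 has the lowest value in both plots, 12.6 and 60.3%.

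The intensities were scaled here by subtracting from the log2 of each array's background-corrected intensities their 75th percentile. Spots marked as outliers were left out, and probes well above background on at least 3 of the 6 arrays were tested, 13460 in all. HuD-OE was compared with WT by limma, which estimates the spread of each probe with help from all the others. A circRNA counted as higher or lower at a fold change above 1.5 and an unadjusted p under 0.05. After this scaling, rank correlations between arrays ranged from 0.842 to 0.968 within a genotype and from 0.805 to 0.966 between genotypes. The arrays of the HuD-KO mice were not analysed here.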

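On the arrays of HuD-OE and WT striatum, 338 circRNAs were higher and 65 were lower in HuD-OE mice at a fold change above 1.5 and an unadjusted p under 0.05 (limma). The higher circRNAs had a median log2 fold change of 1.29, ranging from 0.76 to 2.72. The lower ones had a median of -1.43, ranging from -2.19 to -0.77. Both directions together made 403 probes, or 2.99% of the 13460 tested. In data simulated from the spread of 13353 probes, 4.75% of unchanged probes passed both limits by limma. The observed share is below that, so the count alone does not show that any circRNA changed. No circRNA passed an adjusted p of 0.05 in either direction (limma with Benjamini-Hochberg adjustment), and the smallest adjusted p was 0.866. The methods' t-test on the same values gave 270 higher and 20 lower circRNAs past the same fold change and p limits, with 396 at an unadjusted p under 0.05 and none after Benjamini-Hochberg adjustment. On the simulated data, this t-test placed 0% of changed probes past an adjusted p of 0.05, even at a log2 change of 3. Its lack of adjusted calls therefore decides nothing. Every HuD-OE array lay above every WT array for 990 tested probes (7.36%) and below for 253 (1.88%), where chance gives 5% for each direction and 10% for both.
With normexp background correction of the median spot intensity and an offset of 50, 127 circRNAs were higher and 301 were lower, so that the higher ones made up 29.7% of those past both limits instead of 83.9%. In settings chosen after seeing the data, the offset added to the background-corrected intensities with no other change gave 130 higher and 261 lower, and normexp with no offset gave 364 and 140. The offset lies above the 75th percentile of the intensities of WT 3, which was 43.4. Of the 338 higher circRNAs, 225 were not well above background on the array of WT 3, and 11 were not well above background on any WT array. Without WT 1 the numbers were 769 higher and 717 lower, and without WT 3 they were 269 and 27. The median log2 fold change of all tested circRNAs was 0.15 and moved with the scaling, to -0.024 with median centring and 0.26 with the percentile over detected probes.
Among circRNAs past both limits whose HuD-OE arrays all lay on one side of the WT arrays, the largest increase belonged to a probe that the files pair with no gene, ASCRP4000534, with a log2 fold change of 2.72 (standard error 0.78, adjusted p = 0.866 from limma with Benjamini-Hochberg adjustment). The next was an intergenic circRNA on chromosome 5, number 38325 (probe ASCRP4003475), also with 2.72 (standard error 0.69), followed by an intronic circRNA of 2810055G20Rik, number 29948, with 2.67 (standard error 0.79). An exonic circRNA of Snx10, number 40266, had 2.56 (standard error 0.77, same adjusted p), and one of Spata13, number 27656, had 2.62 (standard error 0.77), measured above background on 2 of the 3 WT arrays. The most negative was ASCRP4005619, which the files pair with no gene, at -2.10 (standard error 0.78), followed by the circRNA of Mad1l1 with number 39576, which fell by 1.80 on the log2 scale (standard error 0.57). The other 3 of the 5 most negative, also without a gene, ranged from -1.78 to -1.70. Without WT 3, the log2 fold changes were 1.78 for ASCRP4000534, 1.85 for number 38325, 1.67 for 2810055G20Rik, 1.62 for Snx10 and 1.63 for Spata13. Among the lower circRNAs they were -1.11 for ASCRP4005619 and -1.41 for Mad1l1, and from -0.91 to -0.82 for the other 3. Each of these 5 lower circRNAs failed the limits in at least 1 of the fits that left out an array, among them ASCRP4005619 without each HuD-OE array in turn and Mad1l1 without HuD-OE 3 (-1.34). Of the 10 circRNAs, only number 38325 passed the limit on the unadjusted p by the methods' t-test on these values. After quantile normalization, those of 2810055G20Rik and Spata13 passed it as well. From the circRNAs past the fold change and p limits, the paper states which circRNAs are upregulated in HuD-OE mice.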

CircRNAs arrays identified 1162 circRNAs significantly downregulated in HuD-KO mice (FC > 2, *p* < 0.05; Figure 4A, yellow rectangle) and 137 circRNAs significantly upregulated in HuD-OE mice (FC > 1.5, *p* < 0.05 Figure 4B; red rectangle). 

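The comparison across experiments in the supplementary lists is by host gene, the gene whose transcript forms the circRNA. Table S4 names 86 host genes with circRNAs higher in HuD-OE and lower in HuD-KO mice, made up of 81 plus 5 that were also bound to HuD, and 69 host genes of bound circRNAs that changed in either mouse, made up of 57, 7 and the same 5. The array files carry no gene names, so a probe could be placed on a gene only where the authors' deposited tables or Table S1 pair them, and 658 of the paper's 670 bound circRNAs were in Table S1 as used here. Of the 86 host genes, 51 had a tested probe paired in this way, and 48 of these had a circRNA higher in HuD-OE mice at a fold change above 1.5 and an unadjusted p under 0.05. Most of these probes come from the authors' deposited list, which was chosen on the same 6 arrays, so the count is not independent evidence. Over the 56 probes of these genes, 48 passed an adjusted p of 0.05 when adjusted over the list alone, and 0 when adjusted over all 13460 tested probes (limma with Benjamini-Hochberg adjustment). The number of host genes with a higher circRNA was 28 by the methods' t-test and 36 with probes well above background on all 6 arrays. It was 51 with quantile normalization, 44 with quantile normalization and the t-test, and 49 with normexp.
A host gene can give several circRNAs, and the bound circRNA was measured with its own probe. For the 12 host genes listed as bound and higher in HuD-OE mice, Table S1 gives 16 bound circRNAs that were tested, and 5 of the 12 genes had a bound circRNA past both limits in HuD-OE mice. These were Lppr4, Map1a, Creb1, Upf2 and Hnrnpab. The 12 genes were themselves chosen as higher on these arrays, so this count is not independent evidence either. The circRNA of Hnrnpab, number 23306, did not pass in 5 of the 6 fits that left out an array, nor with median centring, normexp or the replicate block. Under the settings fixed in advance, the number of the 12 genes ranged from 3 to 7. The array row as a block, chosen after seeing the data, decides nothing here, because WT 1 is then the only WT array compared with HuD-OE. Of the 16 bound probes, 0 passed when adjusted over the list alone. For the 57 host genes of bound circRNAs that fell in HuD-KO mice, all 57 had a tested bound circRNA, over 70 probes. Their median log2 fold change in HuD-OE mice was 0.24, against 0.15 for all tested probes, and 54 of the 70 were above 0, against 61.9% of all tested probes. The difference from all probes was not tested, and 1 probe was higher and 0 lower past both limits.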

Cross-correlation analyses of HuD-regulated and HuD-bound circRNAs identified 86 circRNAs upregulated in HuD-OE and downregulated in HuD KO and 69 regulated in either HuD-OE or HuD-KO and bound to HuD. Finally, five circRNAs were found to be present in all three datasets (Figure 4C). These include *circBrwd1*, *circFoxp1*, *circMap1a*, *circMagi1*, and *circLppr4*, which derive from genes regulating neuronal development, regeneration and synaptic plasticity. 

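The values of these circRNAs on the HuD-OE and WT arrays are given as log2 intensities relative to each array's 75th percentile. Coordinates are those of the authors' deposited table or Table S1, counted from 1. Neither names a genome build, and the array files name mm9 for the array design only. For all 62 deposited circRNAs whose host gene is in the GRCm38.p6 gene table, the span lies inside that gene, though the build was not settled further.
The circRNA of Brwd1 in the deposited higher list, number 30123, is exonic and lies on chromosome 16 from 96002434 to 96017724. It measured 1.58 ± 0.20 (SD, n = 3) in HuD-OE and -0.68 ± 1.65 (SD, n = 3) in WT mice. Its log2 fold change was 2.26 (standard error 0.74, adjusted p = 0.866 from limma with Benjamini-Hochberg adjustment), and it was well above background on 2 of the 3 WT arrays. The circRNA of Magi1 in that list, number 19425, overlaps the gene on chromosome 6 from 93792346 to 93815828 and had 4.53 ± 0.21 (SD, n = 3) in HuD-OE and 2.18 ± 1.59 (SD, n = 3) in WT mice, a log2 fold change of 2.35 (standard error 0.72). For Lppr4, number 36029, exonic on chromosome 3 from 117325790 to 117335591, the means were 2.08 ± 0.14 (SD, n = 3) and -0.10 ± 1.64 (SD, n = 3), and the log2 fold change was 2.18 (standard error 0.73). For Map1a, number 34414, exonic on chromosome 2 from 121298597 to 121299046, they were 5.36 ± 0.50 (SD, n = 3) and 3.99 ± 0.77 (SD, n = 3), a log2 fold change of 1.37 (standard error 0.48). The circRNA of Foxp1, number 40615, exonic on chromosome 6 from 99260345 to 99308438, had 2.93 ± 0.53 (SD, n = 3) and 2.28 ± 0.34 (SD, n = 3), a log2 fold change of 0.64 (standard error 0.40), and did not pass the limit on the unadjusted p. The adjusted p of the last 4 was 0.866 as well.

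**Figure D2:**
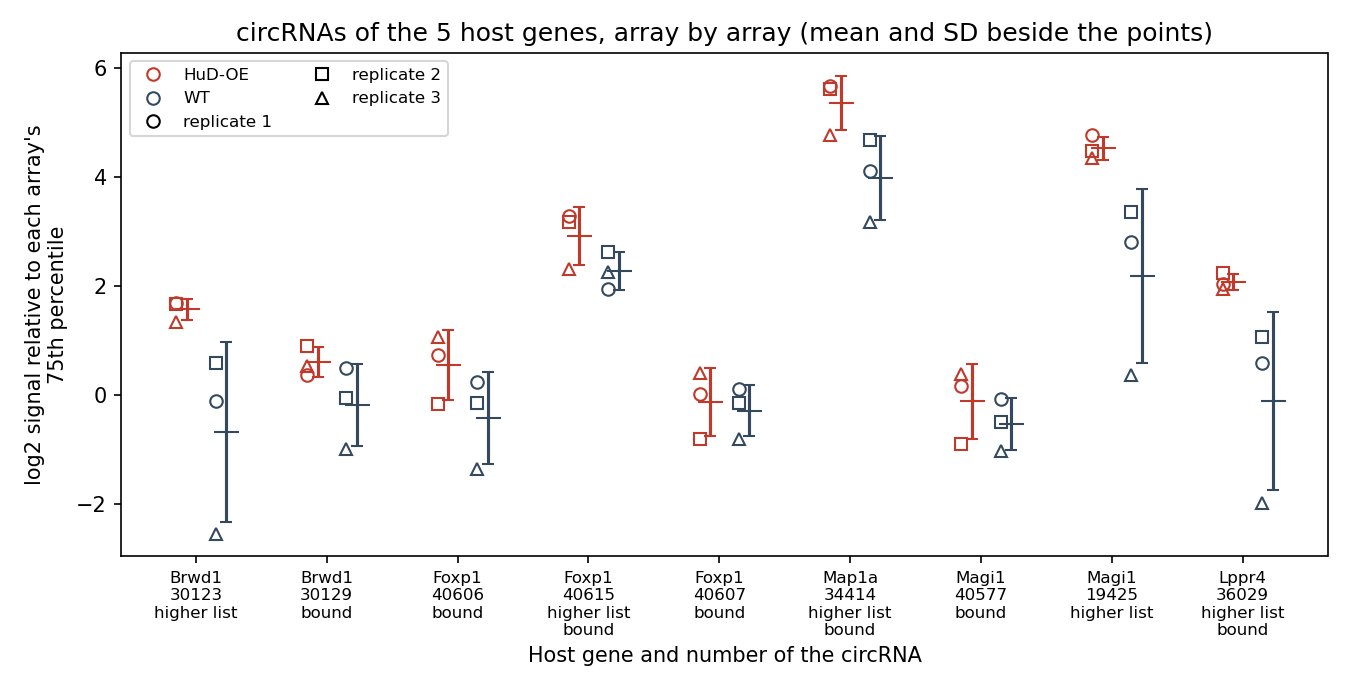
Log2 intensity relative to each array's 75th percentile for every circRNA that the tables pair with the 5 host genes, HuD-OE in red and WT in dark blue; each open symbol is 1 array, and the bars are mean and SD of 3 arrays. Below each gene are the number of the circRNA and whether it is in the deposited higher list or among the bound circRNAs of Table S1. For Brwd1, number 30123, the HuD-OE arrays lie between 1.35 and 1.70 and the WT arrays between -2.54 and 0.60.

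Every HuD-OE array was above every WT array for 4 of the 5 circRNAs (exact permutation test, two-sided, p = 0.1, the smallest that 3 mice against 3 allow), and not for Foxp1 (exact permutation test, p = 0.2). The spread was wider in WT than in HuD-OE mice for Brwd1, Magi1 and Lppr4, through the low value of WT 3. Without WT 3 the log2 fold changes were 1.33 for Brwd1, 1.44 for Magi1, 1.24 for Lppr4, 0.96 for Map1a and 0.63 for Foxp1. Without HuD-OE 2, the circRNAs of Brwd1, Lppr4 and Map1a no longer passed both limits, and that of Map1a did not without HuD-OE 1 either. Over the 9 probes that the tables pair with the 5 genes, 4 passed an adjusted p of 0.05 when adjusted over the list alone (smallest 0.0490) and 0 over all tested probes; the list was chosen by the paper on these arrays, so the first count is not independent evidence. The methods' test without sharing of the spread left 0 of the 5 genes past both limits on these values, and quantile normalization with limma placed all 5 past them. The methods' t-test after quantile normalization placed 3 of the 5 past them, Brwd1, Foxp1 and Magi1.
For Brwd1 and Magi1, the circRNA that rose is not among the 658 bound circRNAs of Table S1 used here, out of the paper's 670, so whether it is bound stays open. The circRNA of Brwd1 that is among them, number 30129, had a log2 fold change of 0.78 (standard error 0.45) and that of Magi1, number 40577, 0.42 (standard error 0.46), neither past both limits. Number 30129 did pass them without WT 1 (1.12), but was at 0.38 without WT 3. For Map1a, Lppr4 and Foxp1 the same circRNA stands in both lists, and Foxp1 has 2 further bound circRNAs, 40606 and 40607, with log2 fold changes of 0.97 and 0.16.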

The complete list of the circRNAs identified by cross-correlation analyses is shown in Supplementary Table 4.

**FIGURE 4:**
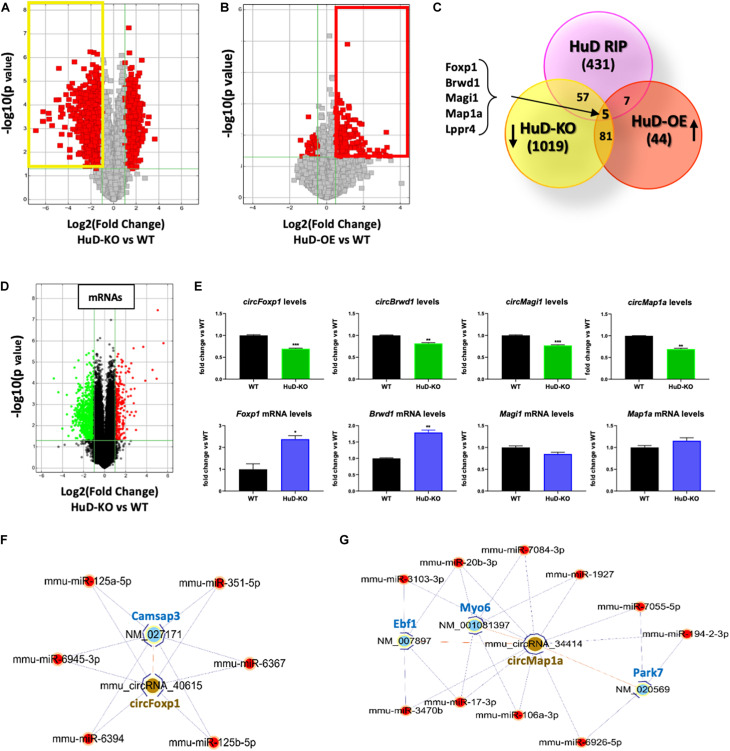
Profiling of circRNA expression changes in HuD-OE and HuD-KO mice. **(A)** Volcano plots representing circRNAs differentially expressed between HuD-KO (*Elavl4^–^^/^****^–^***) mice and WT littermates. The vertical lines correspond to 2-fold change up and down, respectively, and the horizontal line represents a *p*-value of 0.05. Values shown in red represent the differentially expressed circRNAs. *n* = 3 for each genotype (HuD-KO, WT). **(B)** Volcano Plots representing circRNAs differentially expressed between HuD-OE mice and WT littermates. RNA extracted from HuD-OE and WT mouse striatum was subjected to circRNA array as described in Methods. The vertical lines correspond to 1.5-fold change up and down, respectively, and the horizontal line represents a *p*-value of 0.05. Values shown in red represent the differentially expressed circRNAs. *n* = 3 for each genotype (HuD-OE, WT) **(C)** Identification of common elements between circRNAs bound to HuD and circRNAs whose expression is regulated by HuD. A list of 5 candidate HuD circRNAs for validation was obtained comparing the results of the three different arrays. **(D,E)** Comparison of circular and linear RNA levels. **(D)** RNA extracted from HuD-KO and WT mice striatum was subjected to mRNA microarray analysis as described in section “Materials and Methods.” The vertical lines in the volcano plot correspond to 2-fold change up or down, respectively, and the horizontal line represents a *p*-value of 0.05. Values shown in red or green represent the differentially up- and down-regulated mRNAs. *n* = 3 for each genotype. (HuD-KO, WT). **(E)** Graphs showing levels of both circular **(top)** and linear **(bottom)** RNA levels in HuD-KO mice vs. WT. Data are Means ± SEM, *p < 0.05, Student’s *t*-test. **(F,G)** ceRNA networks. ceRNA analyses were performed as described in sction “Materials and Methods.” circRNA/miRNA/mRNA networks were generated to visualize the interactions for *circFoxp1* and *circMap1*; the ceRNAs of the remaining circRNAs are reported in Supplementary Table 3.

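The authors' deposited tables for HuD-OE against WT hold 69 circRNAs called higher and 4 called lower, at a fold change limit of 2 and an unadjusted p of 0.05 by the authors' test. In the authors' deposited table the fold changes of the higher circRNAs range from 2.01 to 10.8, and the adjusted p-values of both tables range from 0.0848 to 0.991. With the 75th percentile scaling and limma, 64 of the 69 higher circRNAs and 3 of the 4 lower ones passed a fold change of 1.5 and an unadjusted p of 0.05 in the same direction, and under quantile normalization 69 and 3 did. The lists were chosen on these arrays, so these counts are not independent evidence. The 5 higher circRNAs that did not pass were 2 of Rn45s and 1 each of Inpp5f, Foxp1 and XLOC_019302, and the lower one was that of Adrbk1; Rn45s, Inpp5f, XLOC_019302 and Adrbk1 are named here because they failed, after their values were seen. Their log2 fold changes in the re-analysis ran from 0.08 to 0.66 for the higher 5, and that of Adrbk1 was -1.40. By the methods' t-test on the same values, fewer passed both limits, 39 of the 69 higher circRNAs and 1 of the 4 lower ones. After quantile normalization, the t-test left 61 and 2.

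**Figure D3:**
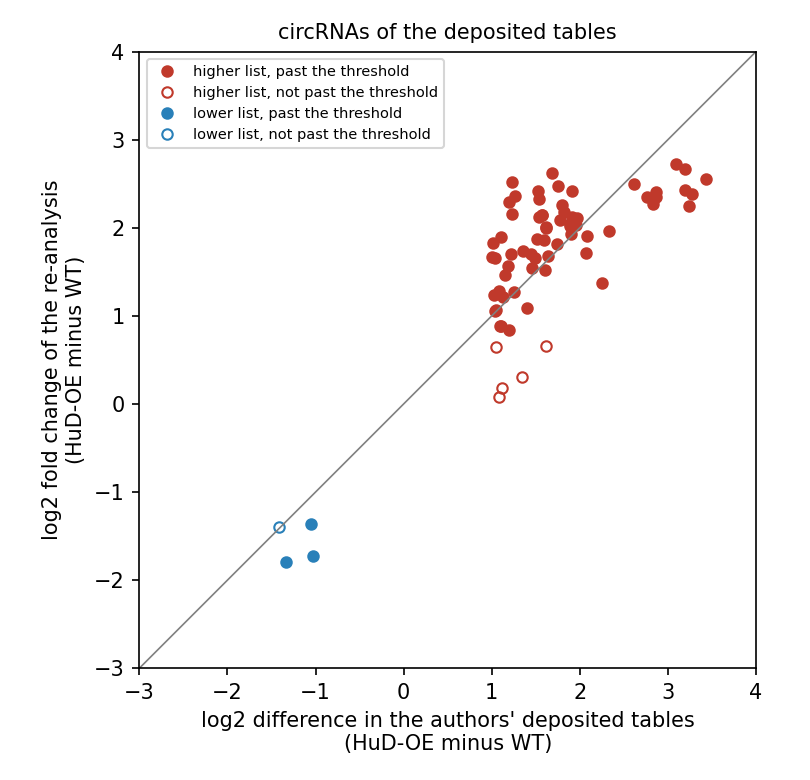
Log2 difference between HuD-OE and WT in the authors' deposited tables (horizontal axis) against the log2 fold change of the re-analysis (vertical axis), with 1 point per circRNA, red for the higher and blue for the lower list. Filled points are past a fold change of 1.5 and an unadjusted p of 0.05 in the re-analysis, open points are not, and the grey line marks equal values. The 5 open red points lie between 0.08 and 0.66 on the vertical axis.

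For the higher list, the log2 difference in the authors' deposited table minus the log2 fold change of the re-analysis ran from -1.30 to 1.04, with a median of -0.14.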

Additional mRNA microarray analyses from the striatum of HuD-KO mice (Figure 4D) identified 298 upregulated and 790 downregulated transcripts. Comparison of circRNA and mRNA levels from the same genes reveal that the decreases in *circFoxp1* and c*ircBrwd1* in HuD KO tissues are associated with increased levels of their respective mRNAs. In contrast, no changes in mRNA levels were associated with decreases in *circMap1a* and *circMagi1* levels (Figure 4E). These results suggest that other factors could be involved in the regulation of circRNA vs. mRNA levels by HuD. Competing Endogenous RNAs (ceRNAs) analyses enabled us to identify miRNAs interacting with the circRNAs targeted by HuD and mRNAs targeted by the same miRNA sequences (Supplementary Table 5). Visual representations of ceRNA networks for *circFoxp1* and *circMap1* are shown in Figures 4F,G. *circFoxp1* interacts with the mRNA for *Camsap3* (calmodulin-regulated spectrin-associated protein 3 Also, *circFoxp1* and *Camsap3* interact with several miRNAs (Figure 4F) including miR-125a-5p, which has been previously associated with aging (Makwana et al., 2017). *circMap1a* interacts with *Ebf1*, which encodes a protein involved in cell differentiation in embryonic striatum (Garel et al., 1999) and the mRNAs for synaptic transmission- and neuroprotection-associated genes, *Myo6* and *Park7* (Figure 4G). A ceRNA network for *circBrwd1* is shown in Supplementary Figure 2.

### Multiple HuD Target circRNAs Are Regulated During Addiction-Related Behaviors

Addiction-associated synaptic plasticity involves the simultaneous influence of mRNA post-transcriptional regulation and protein translation. Therefore, it is not surprising that HuD has been identified as a regulator of many addiction-related genes (Oliver et al., 2018). Conditioned placed preference (CPP) to drugs of abuse such as cocaine is a model of addiction-related behaviors used to assess the reinforcing effect of drugs (Tzschentke, 2007; Huston et al., 2013). HuD levels are upregulated in nucleus accumbens (NAc) after cocaine CPP. Therefore, to investigate if any of the HuD-bound circRNAs was also regulated in this behavioral paradigm, we used RNA derived from the same tissues to measure circRNA expression in cocaine CPP vs. saline control mice. Among the circRNAs whose levels were significantly altered by CPP (see Supplementary Table 6), eight of them (*circNpas3*, *circCdk17*, *circHomer1a*, *circNtrk3*, *circSatb2*, *circTomm70a*, *circRab30*, and *circDnm1*) are HuD targets identified by our HuD RIP studies (Supplementary Table 1) and six (*circAhcyl2*, *circDlgap2*, *circLmo7*, *circRps6ka3*, *circTrmt2b*, and *circXkr6*) have HuD binding motifs (Bolognani et al., 2010) and thus, are predicted to bind HuD. For example, HuD binding sequences are shown for *circSatb2* (see Supplementary Table 6). Pathway analyses revealed that the majority of circRNAs whose levels were significantly upregulated or downregulated (FC > 1.2 or < 0.80, *p* < 0.05) by cocaine CPP derive from genes involved in nervous system development (46 molecules), behavior (26 molecules) (Figure 5A) as well as other nervous system-specific pathways (Supplementary Table 7). The genes associated with behavior encode HOMER1, NTRK3 (TrkC) and NPAS3, all proteins that regulate cognition, learning and memory (Figure 5B). A complete list of circRNAs derived from genes associated with behavior is shown in Supplementary Table 8. Furthermore, the top 30 most changed circRNAs are specifically involved in pathways associated with the establishment of synaptic, dendritic and axonal morphology: Cellular Assembly and Organization; Cellular Function and Maintenance and Cellular Growth and Proliferation (Figure 5C). The network in Figure 5D shows circRNAs both upregulated, e.g., *circSatb2* (red), and downregulated, e.g., *circNtrk3* (blue), by cocaine CPP. These molecules control migration of neurons, branching of neurites, and dendritic growth and branching. In addition, we discovered a potential bidirectional regulation of these processes, with molecules inhibiting (blue arrows) and molecules activating them (red arrows).

**FIGURE 5:**
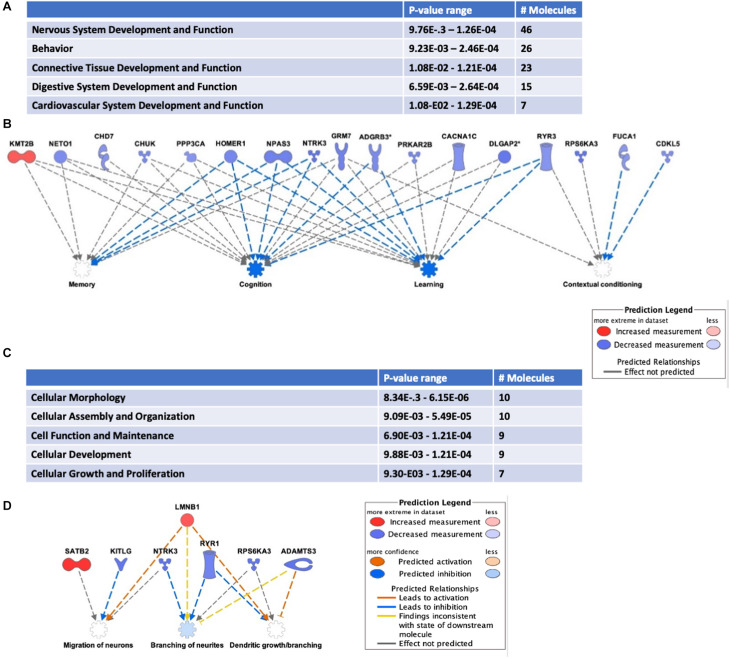
Cocaine CPP alters the expression of circRNAs from behavior-associated genes. RNA extracted from the NAc of mice after CPP testing was subjected to circRNAs arrays as described in section “Materials and Methods.” **(A)** Differentially expressed circRNAs were analyzed to identify Top Diseases and Functions (FC > 1.2, *p* < 0.05). *n* = 3 for each condition (Saline control, Cocaine). **(B)** Representation of molecules and functions from behavior-associated circRNAs. Molecules in blue are downregulated and in red are upregulated. Blue arrows indicate the molecule is inhibiting the pathway and gray arrows indicate the lack of information on the pathway interaction. **(C)** Molecular functions associated with top circRNA changes (FC > 1.3, *p* < 0.05). **(D)** Representation of molecules and functions from the Cellular Growth and Proliferation-associated circRNAs in panel **(C)**. Molecules in blue are downregulated, in red are upregulated; color intensity is proportional to the fold change in expression levels after CPP. Blue arrows indicate the molecule is inhibiting the pathway, while red arrows indicate activation.

## Discussion

CircRNAs are highly abundant in the brain, where they are particularly enriched in synapses and upregulated during synaptic formation and plasticity (Rybak-Wolf et al., 2015; You et al., 2015). Given our recent finding that the neuronal RBP HuD binds to and regulates the synaptic localization of one of these synaptic plasticity-associated circRNAs, *circHomer1a* (Zimmerman et al., 2020), in this study we sought to globally identify mouse circRNAs that are bound and regulated by this RBP. Bioinformatics analyses of HuD binding sites revealed consensus HuD binding ARE motifs in about 26% of brain-expressed circRNAs, which is comparable to our previous finding of these sequences in 20% of forebrain expressed mRNAs (Bolognani et al., 2010). Using a combination of RNA-IP and circRNA array analyses as well as qRT-PCR validations, we confirmed HuD binding to striatal circRNAs from genes involved in neuronal differentiation, synapse formation and learning and memory. Furthermore, the levels of multiple circRNAs within these pathways also depend on the levels of HuD as demonstrated by their changes in HuD-OE and KO mouse tissue. A few of these circRNAs are predicted to interact with miRNAs and mRNAs forming ceRNA networks. Finally, we found that the expression of several HuD target circRNAs is also altered during cocaine CPP.

Many of the HuD interacting circRNAs identified here derive from genes that control dendrite morphogenesis, synapse density and synaptic transmission. Among the HuD target circRNAs, are *circCREB1* and *circUpf2*. *CircCreb1* derives from the gene encoding the well-characterized activity-depended transcription factor CREB1, which is involved in learning and memory and addiction (Kandel, 2012; Nestler, 2012). Also, *circUpf2* is of particular interest since previous studies demonstrated that *in vivo* deletion of *Upf2* gene, one of the components of nonsense mediated decay (NMD), in adult glutamatergic neurons alters spine density and LTP in the adult hippocampus and disrupts learning and memory (Notaras et al., 2019). Our findings that *circUpf2* is enriched in synaptosomes from HuD-OE mice suggest that this circRNA may also regulate synaptic plasticity. Our previous observation that the synaptic localization of another HuD target circRNA, *circHomer1a*, alters the synaptic localization of *Homer1b* mRNA and reversal learning (Zimmerman et al., 2020), suggests that HuD interacting circRNAs may compete with linear mRNAs for HuD binding and transport to synapses. Indeed, the negative correlation between the levels of *circFoxp1* and *circBrwd1* and their respective mRNAs in HuD-KO brains observed here, lends further support to this notion. Finally, as shown for *circPABPN1*, a circRNA that binds to and sequesters HuR, another mechanism of action of these RNAs is to block HuR-dependent translation of PABPN1 mRNA (Abdelmohsen et al., 2017) and other mRNAs (Li et al., 2020). Likewise, it is conceivable that HuD-bound circRNAs act as RBP sponges to regulate HuD function in the cell.

Cross-correlations analyses of circRNAs in HuD-OE and HuD-KO mice confirmed that the expression of multiple circRNAs correlate with HuD levels in the cell. These include circRNAs from genes associated with neurodevelopmental disorders and Alzheimer’s disease, e.g., *circBrwd1* and *circFoxp1* (Bacon et al., 2015; Quan et al., 2020); involved in neuronal development and regeneration, e.g., *circMap1a* (Nunez and Fischer, 1997) and, encoding members of the Plasticity Related Genes (PRGs) and membrane-associated guanylate kinases (MAGUKs) families, e.g., *circMagi1* and *circLppr4*, respectively, which control synaptic development and are linked to psychiatric disorders (Ito et al., 2012; Yu et al., 2015). Interestingly, *circFoxp1* and *circMap1a* are part of ceRNA networks involving miRNAs, such as miR-125a-5p, which was previously associated with aging (Makwana et al., 2017) and several protein-coding genes controlling neuronal polarity and cellular differentiation, such as *Camsap3* and *Ebf1* (Garel et al., 1999; Pongrakhananon et al., 2018). In addition, *circMap1a* also interacts with the mRNAs of *Myo6*, which is required for BDNF-mediated neurotransmission (Yano et al., 2006) and *Park7*, associated to Parkinson’s Disease and encoding a DJ-1 protein protecting brain cells from oxidative stress (Bose and Beal, 2016).

The compulsive drug-seeking behavior in Substance Use Disorders (SUDs) is thought to be mediated by the ability of the drug to induce molecular, cellular and circuit level maladaptations after repeated exposures. Several RBPs including HuD have been associated with addiction-related pathways (Li et al., 2008; Bryant and Yazdani, 2016; Oliver et al., 2018). HuD itself is listed in the Knowledgebase for Addiction Related Genes (KARG), further suggesting its role in drug addiction (Li et al., 2008). Also, not only are HuD and its target mRNAs increase in the NAc during cocaine CPP, but also HuD-OE mice show increased cocaine CPP compared to wild type littermates (Oliver et al., 2018). Using cocaine CPP, we found significant changes in circRNAs from genes regulating contextual conditioning, cognition, learning and memory. These included several HuD target circRNAs identified by RIP as well as a few predicted targets. Among these is *circSatb2*, which derives from the same gene as SATB2, a chromatin accessibility regulator involved in hippocampal-dependent long-term memory and cocaine conditioning (Li Y. et al., 2017). Another HuD target circRNA whose levels are altered during CPP is *circHomer1a*, which has previously been related to hippocampal homeostatic plasticity (You et al., 2015) and psychiatric disorders (Dube et al., 2019; Zimmerman et al., 2020). This circRNA derives from the gene encoding HOMER1, a protein associated with glutamatergic synapses and that is involved in drug addiction (Swanson et al., 2001; Ghasemzadeh et al., 2003; Szumlinski et al., 2004). Synaptic plasticity underlies changes in network dynamics and is considered to be the foundation of learning and memory (Ramirez and Arbuckle, 2016; Hegde, 2017). Therefore, it is not surprising that the top genes hosting the circRNAs whose levels are significantly increased or decreased after CPP are specifically involved in neuronal cell migration and neurite and dendrite outgrowth and branching.

Despite the recent discovery that circRNAs are highly expressed in neurons, particularly during synaptogenesis, the function of most circRNAs is far from understood. Overall our study demonstrates that HuD-circRNAs complexes are part of ceRNA networks, including mRNAs and miRNAs, which could be involved in fine tuning the post-transcriptional regulation of gene expression during synaptic plasticity, learning and memory and addiction.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/, Gene Expression Omnibus (GEO) database. Accession numbers: GSE153377, GSE153387, GSE153394, GSE153405, and GSE153406.

## Ethics Statement

The animal study was reviewed and approved by the University of New Mexico Health Sciences Center Institutional Animal Care and Use Committee.

## Author Contributions

MD designed and performed the experiments, analyzed the data, and wrote the manuscript together with NP-B and RO performed the behavioral experiments and collected samples. NP-B supervised the project and was in charge of the overall planning and data analysis. All authors discussed the results and contributed to the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

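The data are from 6 arrays of the Arraystar Mouse circRNA Array V2, hybridized with RNAse R digested striatal RNA of 3 HuD-OE and 3 WT mice and read in 1 color. Sample names and genotypes came from the sample labels and the legend of Figure 4B. The authors deposited, for each array, the scanner values made by Feature Extraction 11.0.1.1, in which the intensity of a spot is its brightness on a linear scale and the processed intensity is that brightness after background correction. These values were not scaled between arrays. The authors also deposited 2 tables of their own comparison, with a fold change (a linear ratio), an unadjusted and an adjusted p-value per circRNA, and mean log2 normalized intensities per genotype. Their notes name an unpaired test and a fold change limit of 2, but not the normalization, and the paper's text does not name it for these arrays. The 24 columns of single-sample values in these tables were not used here. The arrays of HuD-KO mice and of the RNA immunoprecipitation were not analysed here.

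From the scanner values, the processed intensity was converted to log2 and the 75th percentile of all non-control spots of the array was subtracted. Spots flagged as non-uniform or population outliers were set aside, between 31 and 106 per array, and no spot was saturated. Repeated spots of a probe were averaged. Of 14236 circRNA probes, those well above background on at least 3 of the 6 arrays were kept, and 13460 had enough values to be tested. 8516 were well above background on all 6 arrays. HuD-OE was compared with WT using lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, without blocks, with Benjamini-Hochberg adjustment over all tested probes. A circRNA was counted at a fold change above 1.5 and an unadjusted p under 0.05, the limits of Figure 4B. Probes were placed on genes only through the authors' deposited tables and Table S1, and Table S1 held 658 circRNAs, so no overlap test was run on it. The 5 circRNAs with the largest and the 5 with the most negative change among those past both limits with no overlap between genotypes, and every circRNA that these tables pair with a gene the paper names for HuD, were chosen for naming by a rule set before the data were examined. No table pairs a probe with Elavl4, the gene of HuD, or with Cdr1as, so the transgene could not be checked on these arrays.

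The alternatives fixed in advance were quantile normalization, median centring, a percentile over probes detected on all 6 arrays, normexp background correction with an offset of 50, no filter on dim probes, a filter on all 6 arrays, outlier spots kept, the replicate number as a block, the t-test that the methods name, that test after quantile normalization, a trend in the spread with robust settings, and each array left out in turn. For normexp, the median spot intensity was used in place of the mean. A further 10 settings were added after the data had been seen and are named as such. The methods were tested on simulated data made for HuD-OE against WT from the spread of 13353 probes, with independent noise for each probe. Of probes changed by 2 on the log2 scale, limma placed 94.0% past both limits and 41.8% past an adjusted p of 0.05. Of those changed by 1, it placed 53.7% and 0%. Of unchanged probes, 4.75% passed both limits by limma. The t-test placed 0% past an adjusted p of 0.05 at changes of 1, 2 and 3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Arrays give no depth, and 3 arrays per genotype limit the precision.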

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

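The comparison of linear with negative probes was chosen only after the result was seen.

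The arrays carry 50 probes for linear mRNAs, which the paper does not discuss, and 36 of them were well above background on all 6 arrays although the RNA had been digested with RNAse R. Of the 15 probes named negative, 3 were. The median of the linear probes lay above that of the negative probes by at least 4.04 on the log2 scale on each array, but these are different probes and most of the negative ones are near the floor, so the difference decides nothing and background of the arrays stays open. Linear RNA left after digestion, and circular RNA of the same genes that binds these probes, stay open as well, and no undigested sample was analysed here. Between genotypes, the linear probes differed by a median of -0.17 on the log2 scale, with quartiles of -0.52 and 0.14, and the median was negative under all 5 scalings, from -0.34 to -0.06. No biological explanation was tested for their level.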

How the results depend on the processing

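The array row as a block, the median spot intensity with quantile normalization and the t-test, every fold change limit of 2, the 2 wider filters after quantile normalization, normexp with no offset, the offset alone, and the median spot intensity scaled to its 75th percentile were chosen after seeing the data.

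The number of circRNAs higher in HuD-OE (338) lay between 261 and 340 under quantile normalization, median centring, the percentile over probes detected on all 6 arrays, no filter, outlier spots kept, the t-test and the trended robust fit, but 241 with quantile normalization and the t-test together. It was 127 with normexp, 131 when probes had to be well above background on all 6 arrays, 74 with the array row as a block and 146 with the median spot intensity, quantile normalization and the t-test. With the offset alone, 130 were higher and 261 lower, with the median spot intensity scaled to its 75th percentile 216 and 198, and with normexp and no offset 364 and 140. The number lower (65) was 301 with normexp, 99 with quantile normalization, 20 with the t-test, 39 with the trended robust fit, 17 with the array row and 28 with the median spot intensity, quantile normalization and the t-test. At a fold change limit of 2, the t-test gave 137 higher and 8 lower, after quantile normalization 144 and 8, and after quantile normalization of the median spot intensity 74 and 5. Higher circRNAs exceeded lower ones in every one of these settings except normexp with the offset and the offset alone. Fewer probes were tested with the filter on all 6 arrays and the limit of 2 is stricter, and the offset alone shifted the counts about as normexp with it did; for the other changes the cause was not tested.

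With the replicate number as a block, 192 circRNAs were higher and 48 lower. Deviations from the genotype means of same-numbered arrays correlated at -0.16, -0.20 and -0.56. With 3 arrays per genotype and WT 3 far from WT 1 and WT 2, these values cannot decide whether the numbers pair the samples. The slide as a block was not run, because WT 3 is the only array of its scan and a block for it equals leaving it out. In the array row block, WT 1 is the only WT array beside the 3 HuD-OE arrays.

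Leaving out each array in turn gave 180 to 769 higher and 5 to 717 lower circRNAs. The extremes came without HuD-OE 3 (180 and 5) and without WT 1 (769 and 717). The median log2 fold change of all tested circRNAs (0.15) ranged from -0.01 to 0.27 in these fits, and was -0.037 over probes well above background on all 6 arrays and -0.034 with the offset alone. No adjusted p passed 0.05 in any of them, by limma. After quantile normalization with the t-test, 1 lower circRNA passed it with either wider filter, of 455 and 469 probes at an unadjusted p under 0.05; among all settings the smallest adjusted p ranged from 0.0476 to 1.00.

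Of the deposited lists, 50 to 63 higher circRNAs and 0 to 4 lower ones stayed past both limits with an array left out. After quantile normalization, the t-test left 61 and 2 of these lists, and 3 of the 5 host genes. The t-test left 39 and 1, the array row 20 and 0, the t-test at a limit of 2 left 36 and 1, and quantile normalization with it left 1 lower one. Of the 5 host genes, 2 to 5 had a higher circRNA with an array left out, 0 by the t-test at either limit and 0 with the array row. Of the 12 host genes, the range was 3 to 7, with 3 by the t-test, 2 by the t-test at a limit of 2, 3 after quantile normalization or with the median spot intensity at that limit, and 0 with the array row. Of the 86 host genes, the range was 41 to 48, with 28 by the t-test at either limit and 15 with the array row. The cause was not tested.

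Median centring reversed 2 circRNAs that were near 0, Foxp1 number 40607 (-0.019) and Homer1 probe ASCRP4003608 (-0.087). With an array left out, these ranged from -0.11 to 0.50 and from -0.53 to 1.20, Homer1 probe ASCRP4005043 from -0.33 to 1.08, Homer1 probe ASCRP4014032 from -0.17 to 0.96, and Mapk10 probe ASCRP4010605 from -0.25 to 1.31. None of these 5 had passed the limits, and the cause was not tested. Signal over background limits the dimmest array most, where 60.3% of circRNA probes were well above background.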

Differences from the paper's values

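The paper gives 137 circRNAs higher in HuD-OE at a fold change above 1.5; the re-analysis gave 338. Of the alternatives set before the data were examined, normexp background correction (127), probes well above background on all 6 arrays (131), the replicate block (192) and leaving out HuD-OE 1 (196) or HuD-OE 3 (180) lay within 1.5 times the paper's number. Quantile normalization (317), median centring (261), the percentile over detected probes (339), no filter (340), outlier spots kept (339), the t-test (270), quantile normalization with the t-test (241), the trended robust fit (301) and leaving out HuD-OE 2 (357), WT 1 (769), WT 2 (347) or WT 3 (269) did not. The following were chosen after seeing the values. The median spot intensity with quantile normalization and the t-test gave 146. The offset of 50 added to the background-corrected intensities gave 130, normexp with no offset 364 and the median spot intensity scaled to its 75th percentile 216. The array row as a block gave 74, and quantile normalization with the t-test gave 243 and 244 with the wider filters. At a fold change limit of 2, not the limit behind the paper's number, the t-test gave 137 and the t-test after quantile normalization 144. A limit of 2 is that of the authors' deposited tables, with 69 higher and 4 lower circRNAs. At that limit, the median spot intensity with quantile normalization and the t-test, also chosen after seeing the values, gave 74 higher and 5 lower circRNAs, among them 65 of the 69 and 2 of the 4. The paper's text does not name the normalization of these arrays, and 27 settings were tried beside the one reported.

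The paper lists circFoxp1 among the circRNAs that rose in HuD-OE mice and were also found in the 2 other experiments. Here its log2 fold change was 0.64, with an exact permutation p of 0.2. Number 40615 passed both limits under quantile normalization (1.03), normexp (0.71) and quantile normalization with the t-test, and, in settings chosen after seeing the values, after quantile normalization with the t-test, of either intensity and at every filter and limit run. Without HuD-OE 2 or WT 1, another circRNA of Foxp1, number 40606, passed.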

Other observations

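Tests chosen only after the result was seen were those on the difference between directions in other splits, on purine content across Table S1 probes, on background handling and the offset, with the array row as a block, and on linear probe level and array brightness against the first principal component. The bootstrap interval for purine content was also added after its value was seen.

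More circRNAs were higher than lower in HuD-OE, 338 against 65. Of the 10 ways to split the 6 arrays into 3 and 3, 5 gave as many circRNAs in one direction, the real one included, and the largest count, 2270, came from HuD-OE 1, HuD-OE 3 and WT 1 against the others. As large a difference between one direction and the other came from 4 of the 10, the real one included, so chance cannot be excluded. The dim array of WT 3 is not the whole cause, since without it the higher circRNAs outnumbered the lower 9.96 times. Linear RNA left after digestion stays open, because the linear probes went both ways between genotypes, with a median log2 difference of -0.17. The weight of dim probes on the log scale may account for the excess: with an offset of 50 added to the intensities and no other change, the ratio of higher to lower was 0.498. The offset acts most on WT 3, with a 75th percentile of 43.4 against 77.7 to 127.2 on the others. It was not run without WT 3, so it cannot tell dim probes from that array. Background correction cannot be told apart from the weight of dim probes either. The ratio was 0.422 after normexp with the offset, 2.60 after normexp without it, 1.09 for the median spot intensity with no correction, and 5.21 for the latter with quantile normalization and the t-test. Array position cannot be told apart from genotype, because WT 1 is the only WT array in the first row; with the row as a block the ratio was 4.35. An effect of HuD itself stays open and was not tested apart from these.

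The probes of the deposited higher list are richer in purines than those of circRNAs listed as bound to HuD. In the higher list, the median purine content was 65% over 60 bases and the median longest run of A and G 12 bases. In 649 probes of Table S1 outside the deposited lists, these medians were 56.7% and 7 bases. Table S1 holds circRNAs that the paper calls bound, so the comparison is not with the array as a whole. Runs of at least 12 bases occurred in 35 of 69 (50.7%) and 42 of 649 (6.47%). Across the 649 probes, which are not independent replicates, the log2 difference between HuD-OE and WT followed purine content with a Spearman rho of 0.335 (permutation test, p = 1e-05, the smallest that 100000 permutations can give; 1.14e-05 after Benjamini-Hochberg adjustment over 8 contrasts). Without WT 3 rho was 0.171, and without WT 3 and HuD-OE 2 it was 0.2455. Arrays of one genotype differed with purine content as well: rho was -0.328 for WT 3 against WT 1 and WT 2, -0.109 for HuD-OE 2 against HuD-OE 1 and 3, -0.284 for HuD-OE 1 against HuD-OE 3 and 0.313 for WT 1 against WT 2. The size of 0.328 was below that between genotypes by 0.0065, with a bootstrap 95% interval of -0.0639 to 0.073, so the 2 could not be distinguished; WT 3 enters both contrasts. A candidate explanation is therefore a sequence-dependent difference between arrays, such as in labeling or hybridization. Purine-rich exons under the control of HuD remain possible, and the design does not separate them.

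Arrays differed as much within a genotype as between genotypes. The first principal component held 62.9% of the variance over 13353 probes, with scores of -31.2, 13.3 and -63.9 for HuD-OE 1, 2 and 3 and -40.1, 2.47 and 119.3 for WT 1, 2 and 3. Across the 6 arrays it rose with the median level of the linear probes (Pearson r 0.809, exact permutation p = 0.0292; Spearman rho 0.943, exact permutation p = 0.0167; 0.0431 and 0.0333 after adjustment over 2 relations). Without WT 3 and HuD-OE 3, the 2 arrays farthest from the median, r was 0.903 over 4 arrays, and within the 5 arrays of the shared scan it was 0.953. Remaining linear RNA is a candidate source, but the relation does not decide it. Linear probe levels and the component both rest on intensities relative to each array's 75th percentile, which mostly circRNA probes set. A change in circRNA intensity could therefore give the relation without more linear RNA. Brightness gave r = -0.891 (exact permutation p = 0.0431) but rho = -0.486 (exact permutation p = 0.356), -0.673 without WT 3 and HuD-OE 3, and -0.485 within the shared scan, so the relation was weaker without WT 3, and brightness cannot be told apart from whatever else sets that array off. Levels that differ through RNA quality or dissection were not tested.

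The paper reports binding of HuD to circUpf2 and circCreb1 and to a circRNA of Homer1 by immunoprecipitation. In total striatal RNA, the circRNA of Upf2 (number 32914) had a log2 fold change of 1.77 in HuD-OE against WT (standard error 0.49, adjusted p = 0.866 from limma), measured well above background on 2 of 3 WT arrays, and 0.30 with normexp, and that of Creb1 (number 13998) 1.57 (standard error 0.45, same adjusted p) and 0.84 with normexp. Of the 4 probes paired with Homer1, 1 passed both limits (ASCRP4008138, 0.94), but not in 5 of the 6 fits that left out an array, and the others had 0.09, 0.20 and 0.30. These are levels in the tissue, not binding.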
